A study of Mus musculus with 30 samples.

How the data were processed

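CTCF and H3K27ac CUT&Tag libraries of mouse cells were analysed from the deposited count tables. Each library was made from 600000 cells, per the labels' protocols. Neural progenitor derived neurons were transduced at 7500 particles per cell. The design text of the series also lists H3K36me3, H3K9me3 and further CTCF samples, 16 in number, which were not analysed here. The submitters' processing notes name Trim Galore, Bowtie2, Picard, MACS2, SICER, featureCounts and DESeq2 without role or order, and the build GRCm39. The name of the H3K27ac table includes SICER, which ties its islands to that tool. Which tool set the regions of the CTCF tables, and how reads were assigned to genome1 or genome2, is not given in the sources used here.

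The deposited values are raw read counts per region, whole numbers with different column totals, in a featureCounts layout per the file headers. The 2 CTCF tables hold counts for genome1 and genome2 separately, over 61685 regions in neurons and 85192 regions in mESC, and the H3K27ac table holds total counts over 60137 islands. Each table has 1 set of regions for all its libraries, so no peak was called here. Columns were matched to samples by their names, and 0 columns of samples were left unused. The CTCF tables hold only reads assigned to a genome, so the CTCF depth is that of these reads. At a median of 7 to 11 reads per region and library, single regions of average depth give imprecise allele shares.

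Counts were tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests with TMM factors, filterByExpr and robust dispersion, at a Benjamini-Hochberg adjusted p of 0.05. Standard errors are the log2 change divided by the square root of F. For neurons, each library was a block, and genome and parental allele were terms, over autosomal regions. For mESC, allele ratios were fitted within each treatment with the library as block, and the difference of the ratios between treatments was tested. Treatment was tested on the sum of both alleles, and guide on island counts. The test, samples and covariates of each comparison, the rule for named regions and most alternatives were fixed before the data were examined; those chosen after are named with the results. Regions named are the 10 with the largest log2 change in each direction among called regions with at least median abundance, and with the same sign in every library or with groups that do not overlap; from these the text gives a selection. Signs per library used CPM with 0.5 added. Imprinted regions below that abundance, and those named for their position, were chosen after their values were seen.

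Parental regions of neurons were matched to mESC regions by an overlap of at least 1 bp, joined into loci within 500 kb and tested by sign flips, exact up to 16 loci. Shares have exact Clopper-Pearson intervals at 95%, and the limit for a share of 0 is 3 counts of the total. The fits were tested on simulated counts with 200 changed regions. In the neuron parental fit, 53.7% of regions set to a log2 ratio of 1 and 100% of those set to 2 were recovered, with 6 false calls among 175. In the allele by treatment fit, 20.9% were recovered at a log2 size of 1 and 73.1% at 2, with 8 false calls among 135. For DNMTi against DMSO, 68.7% were recovered at 1, with 7 false calls among 127. For H3K27ac 47.8% were recovered at 1 and 0% at 0.5, with 12 false calls among 102. The real H3K27ac comparison called 1621 of 60096 islands at a median log2 size of 0.507, many more than the 200 set here. The recovery at 0.5 may therefore not carry over to it.

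Alternatives were DESeq2 1.42.0 size factors and its Wald test, no low-count filter, a minimum of 50 reads, column totals, a library size shared by both alleles, a replicate block, loess offsets with a span of 0.3, X included, and each library left out in turn. Comparisons that need GRCm39 gene positions or sequence were not run, namely the imprinted control loci, the lists of imprinted genes, the gene lists for DNMTi and E105 with their cell type markers, and the CpG content of the responsive regions. Libraries of a CTCF group differed by 1.05 to 1.16 times the variance of sampling noise and those of an H3K27ac group by 3.22 to 3.55 times. Repeat libraries of 1 sample would also differ by about the sampling noise, so the CTCF values cannot show that the replicates are separate samples.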

Results

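CTCF binding and H3K27ac, an acetylation mark of active enhancers and promoters, were profiled by CUT&Tag, in which an antibody directs a transposase to tag the DNA around its target. The series held 30 samples, of which 14 were analysed here. Primary cortical neurons came from day 16 embryos of reciprocal crosses between C57BL/6 (B) and Cast (C) mice, with 2 CTCF libraries for BxC and 2 for CxB. Hybrid 129/SvxCast embryonic stem cells (mESC) gave 3 CTCF libraries under DMSO and 3 under 5 µM GSK-3484862, an inhibitor of the DNA methyltransferase DNMT1 (DNMTi). Neurons differentiated from hybrid neural progenitors that carried a dCas9-KRAB repressor gave 2 H3K27ac libraries with a scrambled guide RNA (Scrb) and 2 with the guide E105. Counts assigned to either parental genome summed to between 1150174 and 1480731 reads per neuron library and between 1763071 and 2104170 per mESC library. H3K27ac libraries held between 7234324 and 9557913 reads. Positions are given on GRCm39. Regions were not assigned to genes, because no GRCm39 gene annotation was used here. The imprinted domains named below are textbook background on the chromosomal neighbourhood.

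The parental origin of the reads was set from the X chromosome and from the imprinting control region near H19. In BxC neurons genome2 took 52.1% of X reads in replicate 1 (exact 95% binomial interval 51.5 to 52.8%) and 52.1% in replicate 2 (51.4 to 52.8%). In CxB neurons the genome2 share of X reads was 80.2% (79.5 to 80.8%) and 80.3% (79.7 to 80.9%). Autosomal shares lay between 50.6% and 51.0% in these 4 libraries. The higher X share of genome2 in CxB and the position near H19 at chr7:142133825-142135187, where CTCF binds the maternal copy, both placed genome1 as maternal in BxC and genome2 as maternal in CxB. In mESC, genome2 took 13.1 to 14.2% of X reads and 57.6 to 57.9% of autosomal reads. The direction near H19 is therefore no independent result. The few Y reads did not turn with the cross, with genome2 shares of 89.5% of 19 and 92.9% of 28 reads in BxC and 86.4% of 22 and 86.7% of 15 in CxB, so they give no support to the assignment. Intervals and limits on read shares cover counting error only, since PCR reads are not independent molecules.

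The reciprocal crosses ask which CTCF regions follow the parent of origin and not the strain. At chr7:6730304-6732084, in the Peg3 domain, the maternal copy gave 0.441% ± 0.309 (SD, n = 4) of 3659 allele reads, a maternal over paternal log2 ratio of -7.79 (SE 0.119, adjusted p = 1.41e-261, edgeR). The region at chr15:72680890-72682582, near Peg13 and Kcnk9, was as one-sided, with a maternal share of 0.769% ± 0.863 (SD, n = 4) of 1209 reads. CTCF at chr6:30736598-30738313, in the Mest-Copg2 domain, was also paternal, with 0.693% ± 0.515 (SD, n = 4) maternal among 555 reads. Near H19, chr7:142133825-142135187 was 99.5% ± 0.576 maternal (SD, n = 4) over 919 reads. At chr12:109508469-109509440, in the Dlk1-Meg3 domain, the maternal share was 97.5% ± 2.47 (SD, n = 4) over 204 reads.

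Other paternal regions lay at chr18:13106146-13107578 near Impact, with a maternal share of 1.78% ± 1.07 (SD, n = 4), at chr2:152528662-152529157 near Mcts2, with 2.81% ± 1.94, and at chr11:22921739-22922231 near Zrsr1, with 6.41% ± 2.66. A run of 8 paternal regions spanned chr7:61527489-62114601, the Magel2 and Ndn part of the Prader-Willi domain. In the Gnas domain chr2:174125704-174126579 was maternal, with a log2 ratio of 5.75 (SE 0.735), while chr2:174137070-174137811 was paternal, with 0 of 79 reads maternal, which allows a share of up to 3.80%. Across the autosomes 56 of 22076 tested regions passed an adjusted p of 0.05, 24 higher on the maternal copy and 32 on the paternal copy. Of these, 25 had a log2 ratio of at least 2 in size, and 24 of the 25 leaned the same way in every library. The exception, chr5:122229147-122229592, was strongly strain-biased, and its maternal share of 55.6% ± 51.5 (SD, n = 4) did not have one sign. The other 31 regions had log2 ratios between 0.39 and 1.46 in size, and 19 of them leaned the same way in every library. DESeq2 called 0 of these 31. DESeq2 called 3 maternal and 13 paternal regions. Leaving out either BxC replicate left 12 and 24, leaving out CxB replicate 1 left 15 and 23, and leaving out CxB replicate 2 left 15 and 29. A parental ratio is a difference between the crosses, and the labels do not say that the libraries of a cross came from separate litters, nor that the mESC or H3K27ac replicates came from separate cultures. All SDs and p-values therefore measure only the spread between these libraries.

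**Figure D1:**
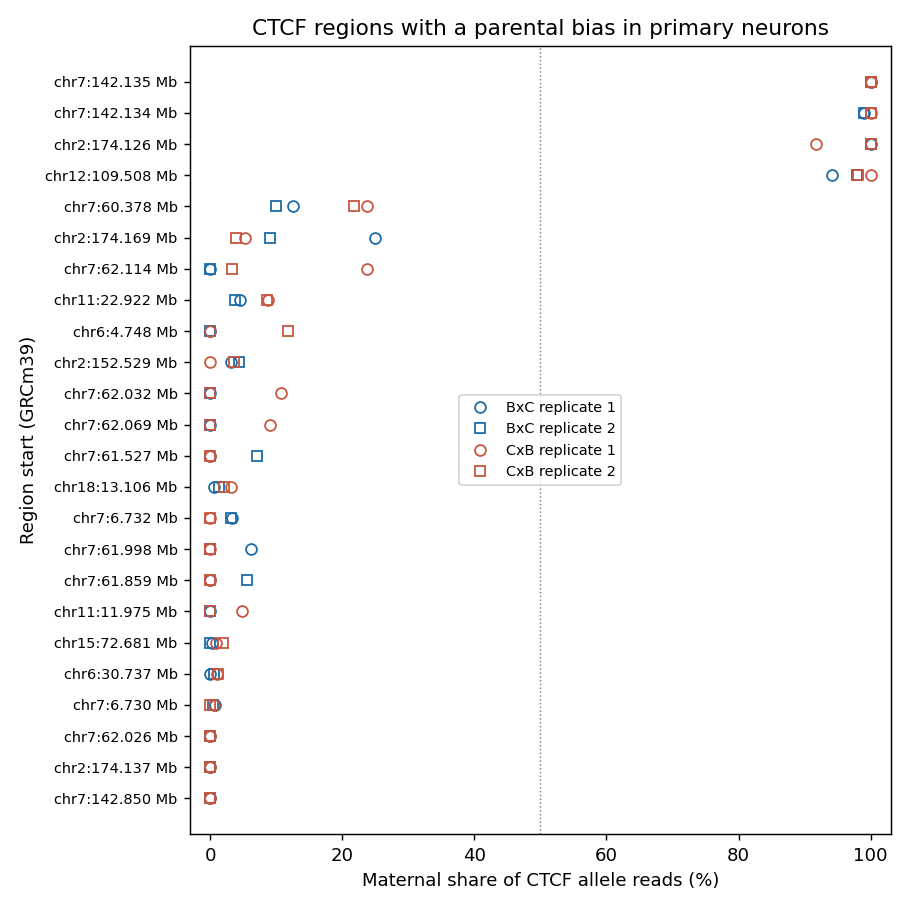
Maternal share of CTCF allele reads (percent, x axis) in each of the 4 neuron libraries, for the 24 regions with a maternal over paternal log2 ratio of at least 2 in size and the same direction in every library. Each marker is a library, and the y axis gives the region start in Mb. The maternal regions lie at chr7:142133825, chr7:142135355, chr2:174125704 and chr12:109508469, and the other 20 lie at low maternal shares.

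More CTCF regions differed by strain than by parent of origin. On chromosome 4, chr4:88694819-88695699 had 99.6% ± 0.251 (SD, n = 4) of 1637 reads on genome2, a log2 ratio of 7.76 (SE 0.163, adjusted p = 2.31e-195, edgeR). It lay beside 3 further genome2 regions, which start at 88691835, 88720869 and 88723634 and had genome2 shares of 98.8%, 98.8% and 99.0%. Genome2 also held 99.8% ± 0.333 (SD, n = 4) of 357 reads at chr17:40153953-40157725. Reads almost confined to genome1 were found at chr16:24402095-24402615, with a genome2 share of 1.54% ± 1.14 (SD, n = 4) of 868 reads, and at chr13:110880505-110881136, with 5.80% ± 2.18 of 612 reads. No control library was analysed, and how reads were assigned is not given. These shares therefore cannot separate CTCF binding from differences between the strains in sequence or read assignment. Of the 22076 regions, 2683 passed, 1460 higher on genome2 and 1223 on genome1, and 90.5% of them had the same sign in all 4 libraries. DESeq2 called 496.

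The inhibitor comparison asks where CTCF occupancy moves when maintenance of DNA methylation is blocked. Among called regions of at least median abundance, CTCF rose most at chrX:49688773-49689415, from 4.22 ± 2.15 CPM (counts scaled to library size; SD, n = 3) under DMSO to 36.2 ± 4.02 under DNMTi, a log2 change of 3.08 (SE 0.252, adjusted p = 2.11e-21, edgeR). The regions at chrX:49694031-49694695, chrX:49661096-49661792, chrX:49691490-49692247 and chrX:49700741-49701370 rose with it, by log2 changes of 2.39, 2.38, 2.37 and 2.19. CTCF at chr15:59173897-59174558 rose from 6.98 ± 1.51 to 44.0 ± 3.02 CPM, and at chr12:20893819-20895540 from 20.5 ± 3.87 to 93.1 ± 5.25 CPM (SD, n = 3). The largest fall among them was at chr5:140189816-140190259, from 34.6 ± 8.09 to 5.17 ± 0.836 CPM (log2 change -2.71, SE 0.245), followed by chr5:128601564-128601955, from 29.4 ± 1.56 to 6.71 ± 0.79 CPM. Of 44769 tested regions, 3832 rose and 2854 fell. Changes of at least 2-fold were found at 1783 risen and 482 fallen regions. DESeq2 called 1188 regions, 814 higher and 374 lower.

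Within the mESC line, strain and parent of origin cannot be separated, since 1 cross direction was used. Regions with reads from genome2 alone stood out: chr9:50439445-50440380 had 0 genome1 and 1357 genome2 reads over the 3 DMSO libraries, which allows a genome1 share of up to 0.221%, and chr7:16736158-16736929 had 0 and 971 (up to 0.309%). The 10 regions named for genome1 all lay on X, among them chrX:97980565-97981880 with 363 genome1 and 0 genome2 reads (up to 0.826%). Under DMSO 14222 of 34393 regions were biased, 8963 towards genome2 and 5259 towards genome1. Under DNMTi 14266 were biased, 8823 towards genome2 and 5443 towards genome1. Of the 729 tested X regions, 697 were higher on genome1 under DMSO and 697 under DNMTi, and 27 were higher on genome2 under each. Genome2 took only 13.1 to 14.2% of all X reads in these libraries. The calls on X therefore follow the whole chromosome and do not show a preference of CTCF at single regions. The split between the genomes depended on the scaling: with column totals it was 7914 and 9129 under DMSO and 7828 and 8673 under DNMTi. With a library size shared by both alleles it was 10492 and 3302 under DMSO and 10458 and 3331 under DNMTi. On autosomes, 7.23% of mESC regions with at least 50 reads had a genome2 share of at least 95%, against 0.271% in neurons. DESeq2 called 9002 regions under DMSO and 8988 under DNMTi.

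The inhibitor changed the allele ratio itself at 22 regions, 6 of which overlap a parental region of neurons. At chr7:6730250-6732054, in the Peg3 domain, the genome2 share fell from 83.2% ± 2.34 under DMSO to 49.4% ± 2.19 under DNMTi (SD, n = 3), as genome1 reads went from 319 to 1502 and genome2 reads from 1573 to 1472 (log2 change of the ratio -2.36, SE 0.105, adjusted p = 6.39e-107, edgeR). In the Dlk1-Meg3 domain the genome2 share at chr12:109508621-109509699 rose from 12.2% ± 6.05 to 66.7% ± 4.5 (SD, n = 3), and chr12:109493343-109493774 went from 6.97% ± 1.87 to 58.6% ± 5.71. The region near H19, chr7:142133856-142135039, moved from 24.8% ± 0.456 to 48.6% ± 4.28, and chr15:72681637-72682711 near Peg13 from 76.7% ± 2.77 to 55.0% ± 0.656 (SD, n = 3). In the Mest-Copg2 domain chr6:30736874-30737452 went from 70.8% ± 2.72 to 50.8% ± 5.94 (log2 change -1.23, SE 0.276, adjusted p = 0.0175, edgeR). Both chr18:37112806-37113815 and chr18:37125333-37126207, in the neighbourhood of the clustered protocadherin genes, lost genome2 share, from 97.8% to 78.3% and from 85.6% to 68.0%. At 16 of the 22 regions the genome2 share moved closer to 50%, and total CTCF rose at 12 and fell at 1, chr6:31052296-31053238. DESeq2 called 3 regions, and only 3 of the 22, at chr7:6730250, chr12:109508621 and chr7:135337270, passed under each alternative run. Without DMSO replicate 2 or 3 the fit called 14 or 13 regions, 12 of them among the 22 in each case. Without DNMTi replicate 2 or 3 it called 14 regions each, 14 and 13 of them among the 22. The call at chr6:30736874 was lost without any 1 of the libraries except DNMTi replicate 3, and that at chr18:37125333 without any 1 of the 6. The call at chr18:37112806, which had 2 genome1 reads under DMSO, was lost without DMSO replicate 1 (log2 change -3.01, adjusted p = 0.170, edgeR).

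**Figure D2:**
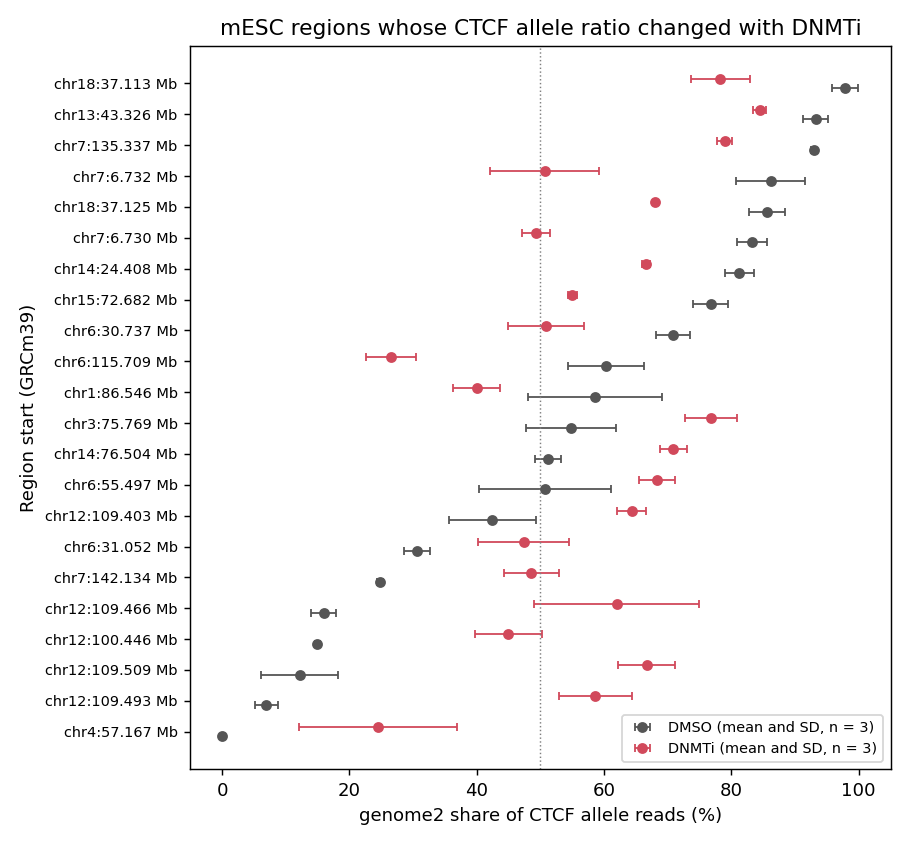
Genome2 share of CTCF allele reads (percent, x axis; points are means and bars SD of 3 libraries) under DMSO and DNMTi at the 22 mESC regions whose allele ratio changed, with the region start in Mb on the y axis. At chr7:6730250 the mean moves from 83.2% to 49.4%, and at chr12:109508621 from 12.2% to 66.7%.

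The parental regions of neurons were then followed into mESC, with genome1 taken as maternal because 129/Sv is written first in the cross. Of the regions tested in mESC, 49 overlapped a parental neuron region, in 38 loci. Over these loci the DMSO ratio, oriented by the neuron direction, averaged 0.29 ± 3.44 (SD, n = 38, two-sided permutation test with 100000 sign flips, p = 0.621), and its change with DNMTi averaged -0.26 ± 0.98 (p = 0.11). Neither passed. Leaving out CxB replicate 2 raised the DMSO mean to 1.31 (permutation p = 0.00153), and leaving out BxC replicate 1 or CxB replicate 1 moved the mean change to -0.51 (permutation p = 0.0164) or -0.65 (permutation p = 0.0166). Without BxC replicate 2 the DMSO mean was 0.61 (permutation p = 0.471) and the change -0.52 (permutation p = 0.0578). In the 12 loci with a neuron log2 ratio of at least 2 in size, a subset chosen after seeing the data, the DMSO ratio averaged 2.70 ± 2.71 (SD, n = 12, exact two-sided sign-flip permutation test, p = 0.000488, adjusted over 4 tests p = 0.00195), positive in 12 of 12 loci. Its change with DNMTi averaged -1.06 ± 1.19 (exact permutation p = 0.00439, adjusted p = 0.00878), negative in 11 of 12. These 12 include the strain-biased region at chr5:122229147-122229592. Without it, in a test also chosen after the result was seen, the means of the other 11 loci were 2.47 ± 2.72 and -1.14 ± 1.21 (SD, n = 11, exact permutation p = 0.000977 and 0.00488). Total CTCF rose with DNMTi at 8 of the 19 mESC regions in these loci by edgeR. At chr18:13106040-13107629 near Impact genome1 had 0 of 320 reads under DMSO, which allows a share of up to 0.938%, and 0 of 252 under DNMTi (up to 1.19%). With this region set at the ratio that 3 counts over the treatment's libraries give, the means of the 12 loci were 2.46 and -1.07, with the same exact permutation p of 0.000488 and 0.00439. The region near Mcts2, chr2:152528652-152529157, also stayed near genome2 alone, with genome2 shares of 97.5% and 98.5%. Of the 25 neuron regions of that size, 20 were paternal, so a positive DMSO ratio mostly means more genome2 reads. At the paternal loci the DMSO test therefore cannot separate a parental preference from the genome2 excess of mESC.

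E105 targets an enhancer, per the series design, whose position the labels do not give. The comparison with Scrb asks where H3K27ac moves when the repressor is sent there. The island with the strongest evidence in the neighbourhood of the Mest-Copg2 domain was chr6:30568001-30575199, which fell from 69.1 ± 7.86 CPM with Scrb to 30.6 ± 1.98 with E105 (SD, n = 2; log2 change -1.18, SE 0.133, adjusted p = 1.25e-14, edgeR). It ranked 5 by p among the 60096 islands tested. Within 500 kb of the paternal CTCF region of neurons, 6 of 50 islands passed when adjusted over the list alone, 5 lower and 1 higher, and 4 when adjusted over all islands. Within 1 Mb, 7 passed over the list, 4 lower and 3 higher. Beside the first, chr6:30584001-30587599 fell by 1.39 on the log2 scale (SE 0.416), and chr6:30551801-30554999 and chr6:30580201-30581999 fell by 1.17 and 1.61 over the list alone. The island over the paternal CTCF region, chr6:30731801-30739599, fell from 37.5 ± 1.41 to 25.1 ± 3.82 CPM (log2 change -0.58, SE 0.158, adjusted p = 0.0145, edgeR). In contrast, chr6:30298201-30305199 rose from 44.8 ± 5.52 to 61.4 ± 2.63 CPM, a call kept by DESeq2 over all islands (adjusted p = 0.0389) but not over the list. Adjusted over all islands, it was lost with loess offsets (adjusted p = 0.383, edgeR), with column totals (0.0542) and without E105 replicate 2 (0.152), Scrb replicate 1 (0.449) or Scrb replicate 2 (0.0615). Over the list it passed with column totals (0.0165) and without Scrb replicate 2 (0.0151), and not in the other 3 settings. The window was set after seeing the data, around the CTCF region instead of a Mest start. The first island passed under each of the alternatives run, among them DESeq2 (adjusted p = 3.06e-08). Adjusted over the list alone, DESeq2 called 1 island of the window and loess offsets 3. Leaving out E105 replicate 2 or Scrb replicate 1 left 1 on that list, and leaving out Scrb replicate 2 left 3; the list-adjusted p of chr6:30731801-30739599 was then 0.208, 0.0944 and 0.0226 (edgeR), and over all islands 0.304, 0.206 and 0.0974.

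**Figure D3:**
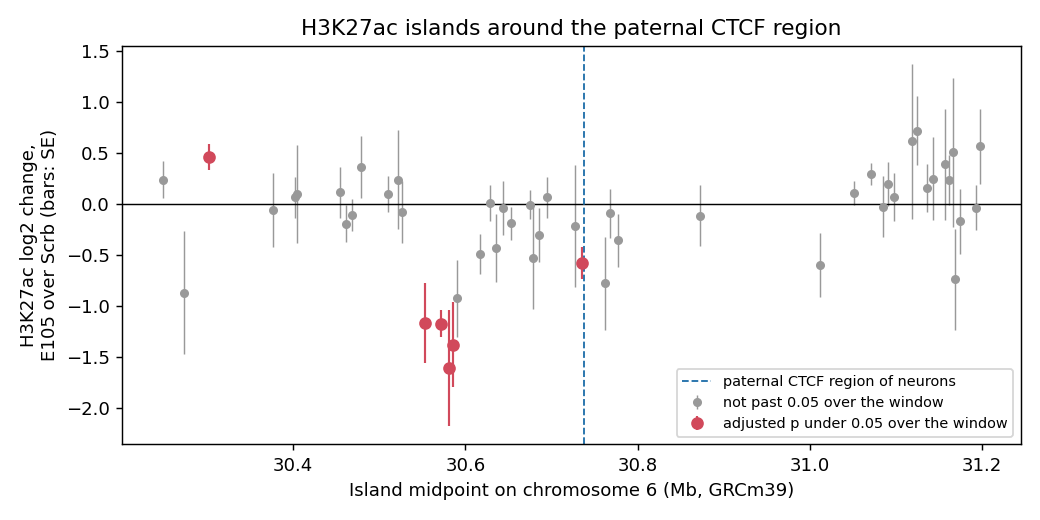
H3K27ac log2 change, E105 over Scrb (y axis, bars are SE from the edgeR fit of 2 libraries per guide), for the 50 islands whose midpoint lies within 500 kb of the paternal CTCF region (dashed line), by position on chromosome 6 in Mb. Islands with an adjusted p under 0.05 over the window are in red, among them chr6:30568001-30575199 at -1.18.

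Over the whole genome, among called islands of at least median abundance, H3K27ac rose most at chr2:73510801-73513199, from 4.80 ± 1.27 to 12.6 ± 3.69 CPM (SD, n = 2; log2 change 1.40, adjusted p = 0.000598, edgeR), and at chr7:87409001-87413999, from 17.0 ± 0.193 to 39.4 ± 2.62 CPM (log2 change 1.22, adjusted p = 2.32e-09, edgeR). It fell most at chr18:43619001-43620199, from 17.7 ± 1.81 to 7.36 ± 1.27 CPM, and at chr13:105935001-105936199, from 14.7 ± 3.84 to 6.19 ± 1.77 CPM. In all, 1181 islands rose and 440 fell. Islands of at least 10 kb made up 615 of the risen and 107 of the fallen, but 49 of the risen and 189 of the fallen under loess offsets. The E105 libraries held 33.4% and 33.8% of their reads in such broad islands, against 31.1% and 31.3% in the Scrb libraries. The split depended on the scaling, with 135 higher and 439 lower under loess offsets and 811 higher and 579 lower with column totals. Leaving out Scrb replicate 1 left 213 higher and 81 lower, and leaving out Scrb replicate 2 left 281 and 212. Without E105 replicate 1 the counts were 932 and 152, without E105 replicate 2 they were 728 and 372, and DESeq2 called 939 and 118. The calls at chr2:73510801 and chr13:105935001 were lost without E105 replicate 2 or without Scrb replicate 1.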

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

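The test of neighbouring regions and the other minimum of reads for the genome2-only pattern, and the fit without the 100 islands with the most reads were chosen after the result was seen. The other tests of this part were planned.

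A difference between DMSO and DNMTi in the allele ratio itself, by the interaction test of edgeR, picked out 22 mESC regions. In the Peg3 domain the log2 change of the genome2 over genome1 ratio was -2.36 at chr7:6730250 and -2.63 at chr7:6732482. In the Dlk1-Meg3 domain it was 3.79 at chr12:109508621, 4.15 at chr12:109493343, 3.17 at chr12:109465759 and 1.27 at chr12:109403221. Near H19 the ratio changed by 1.48 at chr7:142133856, near Peg13 by -1.45 at chr15:72681637, and in the Mest-Copg2 domain by -1.23 at chr6:30736874. In the neighbourhood of the clustered protocadherins the values were -4.05 at chr18:37112806 and -1.47 at chr18:37125333. Falls elsewhere were -1.85 at chr7:135337270, -2.05 at chr6:115709368, -1.13 at chr1:86545836, -1.38 at chr13:43325734 and -1.14 at chr14:24408441. Rises elsewhere were 2.14 at chr12:100446265, 1.07 at chr6:55496545, 1.00 at chr6:31052296, 1.47 at chr3:75768689, 1.19 at chr14:76503763 and 5.59 at chr4:57167371. The last had 0 of 66 DMSO reads on genome2, so its fitted value depends on the prior count. Of the 10 splits of the 6 libraries, 1, the real one, gave as many regions, with 22 against 0 in the highest other split. With 10 splits a share under 0.05 cannot be reached.

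The neuron tables also hold reads on Y, which no comparison used: 19 and 28 allele reads in BxC replicates 1 and 2, and 22 and 15 in CxB replicates 1 and 2. Their genome2 shares were 89.5% and 92.9% in BxC and 86.4% and 86.7% in CxB, so the share did not turn with the cross although the father's strain does.

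In mESC, 3378 of 46746 autosomal regions with at least 50 reads (7.23%) had a genome2 share of at least 95%, and 87 (0.186%) a genome1 share that high. If genome1 were not bound there, or its reads were lost, these regions should have fewer allele reads than balanced ones. Relative to the same regions in neurons, their reads lay lower by only a log2 difference of -0.2103 (bootstrap 95% interval -0.266 to -0.141, 1389 against 13162 balanced regions, with at least 20 mESC reads; -0.217 with at least 1), short of the 0.5 set in advance, which argues against either as the whole cause. The value is consistent with genome1 reads being counted as genome2. Independent loss of single sites is argued against by neighbours, since the next region was also genome2-only 4.708 times as often as any region (34% against 7.22%), and stretches of the line that carry the genome2 sequence on both copies, or 129/Sv sequence shared with Cast, stay open and untested.

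Of the H3K27ac islands of at least 10 kb, 615 passed as higher and 107 as lower with E105 under TMM factors, against 49 and 189 under loess offsets. Of all called islands, 72.9% rose under TMM factors and 23.52% under loess offsets. A difference in enrichment between libraries predicted 40 to 60% and its absence over 60%, and as the value lay outside both, the cause cannot be told apart from an effect of the guide. A few islands that take most of the counts are argued against, since 1505 islands passed without the 100 with the most reads. A biological effect of the guide on broad islands stays open, as does a difference between the 2 libraries of each guide that is unrelated to it.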

How the results depend on the processing

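The subsets of parental regions with a log2 ratio of at least 2, the ratio of regions at 0 reads, the fits without genome2-only regions and without the 100 islands with the most reads, and the window centre were chosen after the data were seen; the other tests were planned. No named site reversed, but the direction of the majority did: H3K27ac went from 1181 higher and 440 lower to 135 and 439 with loess offsets. With column totals the mESC bias towards genome2 and genome1 went from 8963 and 5259 to 7914 and 9129 under DMSO, and from 8823 and 5443 to 7828 and 8673 under DNMTi. The 132 named sites make 148 pairs of site and comparison, of which 146 passed. Of their 1855 values under the alternatives run, 1668 kept the call and 187 lost it; 95 pairs, of 79 sites, kept it in all. Missing values are left out: DESeq2 gave an adjusted p for 1 of the 20 named H3K27ac islands and 2 of the 6 in the window. The causes below were not tested unless stated.

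DESeq2's test called fewer: 16 parental regions, 496 strain-biased, 1188 for DNMTi, 9002 and 8988 allele-biased under DMSO and DNMTi, 3 for the allele by treatment difference, 1057 H3K27ac islands, 1 in the chromosome 6 window (adjusted over the list alone) and 16 strong parental regions. The replicate numbers gave no sign of a pairing (correlations -0.013 in neurons, 0.009, 0.007 and 0.005 in mESC, 0.048 for H3K27ac). The CTCF libraries of a group differed by little more than sampling noise, so for them this check could hardly have shown a pairing. With the replicate block, 16 parental, 476 strain-biased and 16 strong parental regions and 2434 islands passed, and no other count moved by over 1.5 times. In neurons this block replaced the library term and left no term for the cross. The difference in total CTCF between the crosses, 4.25 to 4.36 times sampling noise, then stayed in the residual. The lower neuron counts therefore cannot show whether the calls are fragile. With X, 207 parental (172 maternal, 35 paternal) and 44 strong regions passed. Loess offsets left 574 islands, 3 of them in the window. Strong regions alone gave 2.70 and -1.06 in mESC, and 2.47 and -1.14 with only those of the same sign in every library.

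With 1 library left out, fewer samples remain, and a lone library is assumed to vary like the others. The counts were then 36 to 44 parental regions, 13 to 16 for the allele by treatment difference, 294 to 1100 islands (294 without Scrb replicate 1, 493 without Scrb replicate 2) and 1 to 4 in the window. The neuron parental regions gave 0.337 to 1.31 under DMSO in mESC (highest without CxB replicate 2) and a change of -0.652 to -0.325 (-0.652 without CxB replicate 1, -0.508 without BxC replicate 1). The lists of imprinted loci and genes, the gene lists, the marker lists and CpG content were not run, as no GRCm39 annotation or sequence was used here. Median depth was 7 to 11 allele reads per region, and its effect on the calls was not tested. In simulated counts 20.9% of allele by treatment changes of log2 size 1 were found. At the same size 47.8% were found for the allele ratio in mESC under DMSO and 53.7% for the parental ratio in neurons.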

Other observations

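Both tests of clustering along the chromosome, and the check of the splits with simulated effects, were chosen after the results were seen; the other tests of this part were planned.

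Regions that gained CTCF with DNMTi lay in runs. On chrX:49649447-49709307, 11 of 11 tested regions rose, with a median log2 change of 1.87. At chr12:20812841-20971796, 8 of 9 rose (median of the risen regions 1.48), and at chr7:3241507-3489136, 16 of 35 (median of the risen regions 0.91). Each run starts and ends at a risen region. In the neighbourhood of the clustered protocadherins 13 of 21 rose at chr18:37788202-37899204 and 8 of 13 at chr18:37575218-37677309. Of the 3832 risen regions, 1878 had another within 50 kb, against at most 1332 in 10000 random draws of tested regions (permutation p = 1e-04, the smallest these draws can give). Of the 10 splits of the 6 libraries, 1, the real one, called as many regions for DNMTi, with 6686 against 0 in the highest other split, and with 10 splits a share under 0.05 cannot be reached.

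The parental regions of neurons were also grouped. Chromosome 7 held 20 of the 56, while 7.83% of tested regions lie there. Of the 56, 21 had another within 500 kb, against at most 16 in 10000 random draws (permutation p = 1e-04, the smallest these draws can give).

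The 31 weaker parental regions, such as chr18:82480065-82480694 with a maternal share of 58.6% ± 6.16 (SD, n = 4), may be parental or may follow other differences between the crosses. Spread between libraries was tested with the 3 splits of the 4 libraries: the highest other split called 0 such regions against 31, which argues against it within a cross. The other splits carry the cross difference in their residual, yet of 31 effects of the same sizes put into uncalled regions they found 11.2 and 10.2 on average over 20 draws, against 19 in the real split. They are thus less sensitive, but not blind. Litter or cross differences stay open. A replicate block without a term for the cross leaves the difference between the crosses in the residual, so losses under it do not decide this. None of the 31 passed with DESeq2 or with the replicate block, which replaced the library term, and 11 to 14 passed with 1 library left out.

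Strain bias was compared between the cell types, although the strain crossed with Cast was C57BL/6 for the neurons and 129/Sv for the mESC line. Of 2240 strain-biased neuron regions with a tested mESC region, 1653 (73.79%, exact 95% binomial interval 71.9 to 75.6%) leaned to the same genome in mESC under DMSO, so the hypothesis of no relation is argued against. Neighbouring regions are not independent, so the interval is too narrow.

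Of the 56 parental CTCF regions, 40 lay in a tested H3K27ac island, in 38 islands, of which 3 changed with E105. Of these 3, chr6:30731801-30739599 fell (log2 change -0.58). The islands at the CTCF regions chr17:9249785-9251241 and chr5:137755262-137756486 rose (log2 changes 0.39 and 0.31, adjusted p = 0.00942 and 0.0464, edgeR). Both islands are at least 10 kb long, a class in which rises outnumbered falls under TMM factors but not under loess offsets. These rises may therefore depend on the scaling.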
